A study of Mus musculus with 3 samples. Its data were reported in "Macrophage-secreted interleukin-35 regulates cancer cell plasticity to facilitate metastatic colonization" (2018).

How the data were processed

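Expression was measured on Affymetrix whole-genome mouse arrays, hybridised with biotin-labeled material made from total RNA. In each case 1 array was made from BMDM, pTAMs and mTAMs. According to the study's methods, tumor and lung tissue was minced, digested with collagenase and hyaluronidase at body temperature, separated on Percoll and sorted by flow cytometry. BMDM were differentiated from bone marrow in culture. The labels give a sort for CD11b and F4/80 for TAMs and BMDM alike. Some experiments of the study used cells that were also negative for Ly6C, and for the arrays this is not given in the sources used here.

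The authors deposited 1 table of RMA log2 values, in which the signal of each probe set had been background-corrected, quantile-normalized between arrays and summarized. The version of RMA is not given in the sources used here. The 45037 values per array are rounded to 2 decimals. RMA summarizes each probe set over the 3 arrays together, and 21.4% of the probe sets had the same value on all 3, of which 82.2% lay at or below the floor. Quantile normalization gives all arrays nearly the same distribution, so a shift of the whole transcriptome could not be seen.

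Probe sets were named with the platform annotation. A single gene symbol was given for 34945 probe sets, several symbols for 932 and none for 9160, and only the first kind was used. Of the gene IDs of these probe sets, 34741 were found in a RefSeq gene table of the assembly GRCm38.p6, and no symbol had to be updated. That table served for names alone. The array table names no genome build, so no coordinates are given. Each of 18193 genes was read from its probe set with the highest mean over the 3 arrays. Probe sets marked by their names as shared between transcripts or genes were kept, among them those of *Socs3*, *Cnn3*, *Ackr3*, *Ear3*, *Dmp1*, *Sdc1*, *Hdc* and *H2-Ab1*.

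The floor was the 95th percentile of the values of 84 probe sets for olfactory, vomeronasal and taste receptors, which came to 5.3. Genes above the floor on at least 1 of the 2 arrays were compared, and a gene was called higher or lower at a log2 difference of at least 1. A fold against a value at or below the floor was computed against the floor and is a lower bound. Calls and counts of list members were made on the measured values. Raising values below the floor to it lowered such a count by at most 2 in any list. The comparisons were pTAMs with BMDM, mTAMs with BMDM and mTAMs with pTAMs. With 1 array per group there is no test, p-value or SD across samples. The only technical spread available was that between probe sets of one gene, with an SD of 0.43 for pTAMs against BMDM, 0.52 for mTAMs against BMDM and 0.28 for mTAMs against pTAMs. It leaves out the animal, the sort and the array. Control probe sets for hybridization and RNA degradation, which were to serve the same purpose, were not used here.

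In all, 38 gene lists were fixed before the data were examined, 19 of pathways and gene groups and 19 of cell type markers. A list was evaluated with at least 3 members above the floor, which held for 34 lists in pTAMs against BMDM and for 36 in each of the other comparisons. Its median log2 difference was placed among 10000 random lists of the same size, matched in 20 bins of mean expression. A list below percentile 1 or above 99 was said to stand apart, which was the case for 21, 21 and 15 lists in the 3 comparisons. Lists share members. The genes named were fixed by rule in the same way. They are the 10 with the largest difference in each direction per comparison, without predicted genes, and all members of the M1, M2 and IL-35/IL-4 lists. For lists that stand apart they include up to 3 members with the largest difference in the direction of the list. Differences were ranked as measured, also where a value lay below the floor, so their order can differ from that of the lower bounds. For other lists mentioned, at most 2 in each direction were named. Some genes that this rule names are not reported here.

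The procedure was tested on simulated arrays with known differences and noise of SD 0.2. For mTAMs against pTAMs, with 11578 genes in the step, 49 of 50 genes raised by 1.5 log2 units and all 50 raised by 2 were called, and 9 of 11379 unchanged genes were. In that comparison, 3 of 100 unchanged lists stood apart, and all 100 lists shifted by 0.5 did.

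Alternatives were median-centering, quantile normalization and cyclic loess normalization, the mean of all probe sets of a gene, no floor, a floor 1 log2 unit higher, a 3-fold threshold, random lists without matching, and leaving out markers of cells other than macrophages. Raising values below the floor to the floor was added after seeing the data. For the simulation of the shared BMDM array, 3 arrays were drawn 100 times with noise of SD 0.34, from the spread between probe sets. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.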

Results

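Gene expression was measured in macrophages of the 4T1 model, in which a mammary carcinoma line of BALB/c mice is grown in the mammary gland of the same strain and spreads to the lung. The data comprised 3 expression arrays, with 1 array in each of 3 groups. BMDM were macrophages grown from the bone marrow of healthy mice. pTAMs were tumor-associated macrophages isolated from the primary tumor, and mTAMs were those isolated from the matched metastatic lung, both 5 weeks after inoculation. Cells of all groups were sorted for CD11b and F4/80. There were no replicates, so no difference below has an error across animals, no test between groups was possible, and the number of arrays limits the precision. Each array gave log2 values for 45037 probe sets, with medians of 5.36 in BMDM, 5.43 in pTAMs and 5.43 in mTAMs. Values at or below 5.3, the level reached by receptor genes of sensory tissues, were treated as background. Above this floor were 11423 genes in BMDM, 11543 in pTAMs and 11611 in mTAMs. Where one of the compared values lay at or below the floor, the fold is given as a lower bound. Over all probe sets, which are not independent replicates, the arrays of pTAMs and mTAMs correlated with Pearson's r of 0.979, those of pTAMs and BMDM with 0.950, and those of mTAMs and BMDM with 0.926.

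To describe how macrophages of the primary tumor differed from cultured macrophages, pTAMs were compared with BMDM. pTAMs had far higher levels of inflammatory genes. Among these were *Cxcl3*, a chemoattractant for neutrophils (at least 81.0-fold higher), *Il1b*, which encodes interleukin-1β (at least 256-fold), *Ptgs2*, which encodes the prostaglandin-forming enzyme cyclooxygenase 2 (at least 72.5-fold), and *Cxcl9*, a chemokine induced by interferon-γ (at least 45.9-fold). Of 22 cell cycle genes, 21 were at least 2-fold lower. *Gpnmb*, a lysosomal glycoprotein gene, was 98.4-fold lower, and *Lpl*, which encodes lipoprotein lipase, was 50.2-fold lower. In all, 1041 of 11859 compared genes were at least 2-fold higher in pTAMs and 890 were at least 2-fold lower. Of the higher genes, 302 had a BMDM value at or below the floor. Other genes with large positive differences were *Fn1* (fibronectin, 237-fold), *Socs3* (an inhibitor of cytokine signaling, at least 94.4-fold), *Stfa2l1* (at least 80.4-fold), *Cnn3* (at least 28.4-fold) and *Ackr3* (at least 40.8-fold). Those with the largest negative measured differences also included *Cd5l* (at least 78.8-fold lower), *Pcdh7* (at least 16.8-fold), *Igf1* (56.1-fold) and *Afp* (at least 13.3-fold). *Gask1b* (at least 16.3-fold), *Npy* (18.9-fold), *Pmp22* (18.8-fold) and *Fabp3* (at least 16-fold) were also among them. The probe sets of *Cnn3* disagreed in size, and the other 5 above the floor gave log2 differences from 2.37 to 6.02. The second probe set of *Fn1* gave 6.87 in place of 7.89 and that of *Gpnmb* -4.67 in place of -6.62. That of *Cxcl9* gave 1.15 in place of a measured 7.42 and that of *Gask1b* -3.02 in place of a measured -5.36. These 2 gaps are not exact, as the BMDM value of *Cxcl9* and the pTAM value of *Gask1b* lay below the floor.

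Genes of both classical and alternative activation were higher in pTAMs than in BMDM. Of 16 measured classical activation genes, 11 were at least 2-fold higher and none was 2-fold lower (median log2 difference 2.88). They were led by *Il1b*, *Ptgs2* and *Il6* (at least 24.4-fold). Of 19 alternative activation genes, 15 were at least 2-fold higher (median 3.03), led by *Rnase2a* (at least 32.0-fold), *Ccl24* (74.0-fold) and *Mgl2* (at least 26.7-fold). MHC class II genes, which present antigen to CD4 T cells, had a median of 3.57, and *H2-Eb1* (31.6-fold), *H2-Ab1* (27.7-fold) and *Cd74* (25.1-fold) were highest among them. Complement genes had a median of 1.63 (5 of 9 at least 2-fold higher, 1 lower), with *C1qb* 25.3-fold, *C1qa* 21.3-fold and *Cfb* at least 15.6-fold higher. Chemokine genes (median 1.68, 14 of 21 at least 2-fold higher), genes that suppress T cells (median 1.80, 9 of 15), matrix proteases and their inhibitors (median 0.75, 8 of 17, with 2 at least 2-fold lower) and JAK-STAT components (median 0.37, 7 of 17) also had medians above 0. Hypoxia genes had a median of 1.12, and 13 of 21 were at least 2-fold higher, led by *Egln3* (at least 43.4-fold, with a log2 difference of 3.06 from its second probe set), *Hilpda* (44.6-fold) and *Bnip3* (8.69-fold). Each of these lists lay above percentile 99 of 10000 random lists of the same size matched on expression, which describes these arrays and not the conditions. Lists below percentile 1 were the cell cycle genes (median -1.79, 21 of 22 at least 2-fold lower), the lipid handling genes (8 of 18 at least 2-fold lower, 5 at least 2-fold higher) and the interferon-stimulated genes (median -0.62, 3 of 21 at least 2-fold lower and 2 higher). *Rrm2* (5.35-fold), *Aurka* (4.92-fold) and *Kif11* (4.82-fold) were the lowest of the cell cycle genes, which all act in DNA synthesis or mitosis. *Cd36*, a fatty acid and lipoprotein receptor gene, was 17.6-fold lower.

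Markers of other cells differed as well. Of 12 neutrophil markers, 10 were at least 2-fold higher in pTAMs than in BMDM, and *Lcn2* was at least 74.0-fold and *S100a9* 64.9-fold higher. Of 14 markers of epithelium or carcinoma, 9 were at least 2-fold higher, led by *Krt18* (at least 22.2-fold), *Cdh1* (at least 23.9-fold) and *Wfdc2* (at least 19.4-fold). Of 12 fibroblast markers, 9 were at least 2-fold higher, with *Fn1* and *Sparc* (at least 9.06-fold) in front, although the other probe sets of *Sparc* gave log2 differences from -0.2 to 3.72. Monocyte markers (median 2.47, *Plac8* 52.7-fold), resident tissue macrophage markers (median 1.43, 7 of 12 at least 2-fold higher and 2 lower, *F13a1* 30.5-fold), dendritic cell markers (median 1.06, *Fscn1* at least 19.3-fold, with 0.33 at most from its other probe sets) and NK cell markers (median 1.13, 4 genes, *Klrk1* 5.46-fold) also lay above percentile 99, but the NK cell list did not after quantile normalization (median 0.51, percentile 98.4). Immediate early and heat shock genes, which respond to handling of tissue as well as to signals, had a median of 2.96, and 16 of 19 were at least 2-fold higher, with *Hspa1a* at least 115-fold, *Hspa1b* 49.9-fold and *Egr1* 36.5-fold higher. The general macrophage markers had a median of -0.04 over 11 genes. Among them *Aif1* was 7.26-fold and *Itgam*, which encodes CD11b, 2.71-fold higher, whereas *Adgre1*, which encodes F4/80, was 3.81-fold lower.

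The same question was asked of macrophages of the metastatic lung by comparing mTAMs with BMDM. The genes with the largest positive measured differences were mostly those of acute inflammation and granulocytes. *Saa3*, an acute phase gene, was at least 271-fold higher, *Lcn2*, which encodes a neutrophil granule protein that binds iron carriers, at least 263-fold, and *Il1b* at least 440-fold. Others were *Lrg1* (at least 261-fold), *Stfa2l1* (at least 221-fold), *Wfdc21* (at least 265-fold), *G0s2* (at least 186-fold), *Socs3* (at least 175-fold) and *Stfa3* (at least 109-fold). The largest negative measured differences were those of *Pcdh7* (at least 16.8-fold lower), *Gask1b* (at least 16.3-fold), the growth factor gene *Igf1* (28.1-fold) and *Qpct* (at least 12.8-fold). They also included *Pmp22* (22.3-fold), *Akr1b8* (21.3-fold), *Itga8* (19.3-fold), *Cadps* (at least 4.03-fold), the transferrin receptor gene *Tfrc* (17.9-fold) and *Npy* (17.5-fold). *Cadps* was ranked from an mTAM value below the floor, whereas *Cd36*, above it on both arrays, was 16.4-fold lower. The other probe sets of *Tfrc* gave smaller differences, from -1.78 to -1.77 on the log2 scale. So did the second probe sets of *Gask1b* (-3.02 in place of a measured -5.12) and *Itga8* (-3 in place of -4.27). The gap of *Gask1b* is not exact, as its mTAM value lay below the floor. Of 11945 compared genes, 1368 were at least 2-fold higher and 1715 at least 2-fold lower, so 44.4% of these genes were higher. This balance depended on the scaling. The median difference over all genes was -0.11, and after cyclic loess normalization, which moved it to 0.01, 1586 genes were higher and 1199 lower (56.9% higher).

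Classical activation genes (median 2.43, 11 of 16 at least 2-fold higher), alternative activation genes (median 2.97, or 1.93 with values below the floor raised to it, 11 of 18 higher and 1 lower), MHC class II genes (median 3.31), complement genes (median 2.24, 7 of 10 higher and 1 lower), chemokines (median 1.68, 14 of 20 higher and 3 lower), T cell suppression genes (median 1.07), matrix proteases and inhibitors (median 1.31, 10 of 18 higher and 2 lower) and JAK-STAT components (median 0.50) were above percentile 99 in mTAMs too. *Il6* was at least 38.1-fold, *Retnla* 38.6-fold, *Clec7a* 21.4-fold, *H2-Eb1* 25.1-fold, *Cfb* at least 21.6-fold, *Cxcl2* 85.0-fold and *Mmp9* 111-fold higher. As deposited, with 1 probe set per gene and matched random lists, the cell cycle list was the only one of 36 below percentile 1 (median -2.03, 21 of 22 at least 2-fold lower), with *Cdk1* 5.62-fold, *Birc5* 5.46-fold and *Bub1* 5.21-fold lower. Hypoxia genes had a median of -0.01, or 0.22 after cyclic loess normalization, with 6 of 21 at least 2-fold higher and 1 lower, and the interferon-stimulated genes had a median of -0.65 at percentile 1.98, or 0.895 among lists not matched on expression, and of -0.72 at percentile 0.755 with the mean of all probe sets. Alveolar macrophage markers had a median of 2.42, and 11 of 15 were at least 2-fold higher and 1 lower. Among the higher were *Chil3* (at least 294-fold), *Plet1* (at least 57.7-fold, with log2 differences from 0.11 to 5.86 from its other probe sets) and *Car4* (at least 22.0-fold). With values below the floor raised to it, this median was 1.28. Lists of markers of other cells again had medians above 0. These were 5.35 for neutrophils (11 of 12 at least 2-fold higher, *S100a9* 95-fold, *Csf3r* 75.6-fold), 2.74 for fibroblasts (*Col3a1* at least 55.3-fold, with a log2 difference of 3.65 from its second probe set, and a median of 1.93 with values raised to the floor), 2.24 for monocytes, 1.84 for mast cells or basophils (5 of the 10 on the array lay above the floor, each at least 2-fold higher as measured and 4 against the floor), 1.47 for epithelium or carcinoma (*Krt18* at least 12.3-fold), 0.79 for lung epithelium, 0.88 for dendritic cells and 0.78 for resident tissue macrophages, of which 5 of 12 were at least 2-fold higher and 4 lower. Immediate early and heat shock genes had a median of 3.79 (17 of 19 at least 2-fold higher), with *Hspa1a* at least 156-fold and *Egr1* 107-fold higher.

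Both comparisons used the same BMDM array, which alone makes them resemble each other. Over 11779 genes compared in both, the log2 differences had a covariance of 1.06, against 0.11 in simulated arrays that differed only by noise, and a correlation of 0.877 against a simulated 0.501. There were 811 genes at least 2-fold higher in both comparisons, where independent lists would share 109 and the simulation without any difference gave 33.6. For genes at least 2-fold lower in both, the numbers were 767, 130 and 32.8. Part of the excess may come from the shared array, and with 1 BMDM array it could not be split. Opposite directions of at least 2-fold were found for 7 genes, of which 6 were lower in pTAMs and higher in mTAMs and 1 was the reverse.

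The study compared markers of M1 and M2 polarization, the inflammatory and the alternative state of macrophages, between the groups. On the arrays neither list of 5 genes stood apart between mTAMs and pTAMs. Of the M1 markers, *Tnf* was 4.63-fold higher in mTAMs (log2 9.83 against 7.62), whereas *Il15* (8.78 against 8.44), *Nos2* (6.18 against 6.31), *Cxcl9* (10.56 against 10.82) and *Cxcl10* (9.63 against 10.03) were within 2-fold. Of the M2 markers, *Chil3*, which encodes the chitinase-like protein Ym1, was 4.92-fold higher in mTAMs (13.50 against 11.20) and *Il10* was 2.62-fold higher (6.97 against 5.58). *Ccl17* was 2.81-fold lower (6.06 against 7.55) and *Mrc1* was within 2-fold (11.45 against 11.96). The median difference was -0.13 for the M1 list, at percentile 42.0, and -0.51 for the M2 list, at percentile 2.11. Against BMDM, the M1 median was 0.78 in pTAMs (percentile 98.985, or 99.005 with values raised to the floor and 99.11 among lists not matched on expression) and 1.46 in mTAMs (percentile 99.7), and the M2 median was 2.71 in pTAMs (percentile 99.98) and 1.22 in mTAMs (percentile 99.03). The last of these was at percentile 98.8 after quantile and 98.6 after cyclic loess normalization, and 98.97 with the mean of all probe sets. With values raised to the floor it was at 98.465, with a median of 0.98. Other settings went the other way, with percentile 99.335 among lists not matched on expression. With a floor 1 log2 unit higher it was at percentile 100, with a median of 4.73. All 5 M2 markers and 3 of the M1 markers also stand in other lists. *Nos2* was 5.53, *Tnf* 8.37, *Il15* 8.10, *Cxcl10* 7.76, *Mrc1* 11.38 and *Il10* 5.99 in BMDM, and *Cxcl9*, *Chil3* and *Ccl17* were below the floor there.

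**Figure D1:**
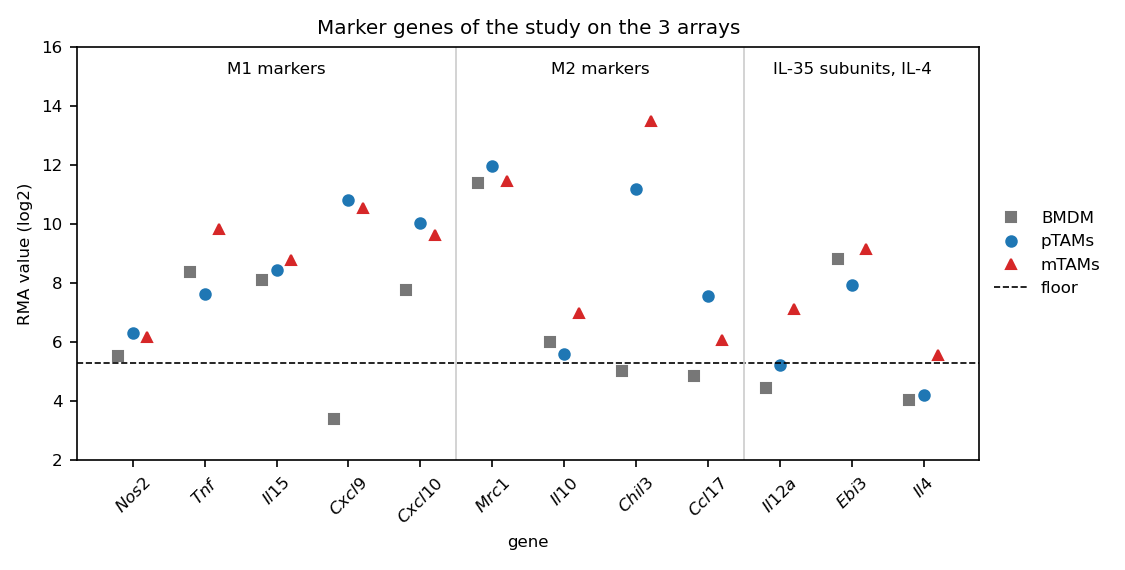
RMA values (vertical axis, log2) of M1 markers, M2 markers, the IL-35 subunits and IL-4 (horizontal axis) on the BMDM, pTAM and mTAM arrays, 1 point per array, with the floor of 5.3 as a dashed line. *Chil3* reaches 13.50 in mTAMs and 11.20 in pTAMs from 5.02 in BMDM, and *Il4* lies at 5.57 in mTAMs, just above the floor.

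To look for factors of metastatic TAMs, the study compared mTAMs with pTAMs and picked the IL-35 subunits and IL-4 from these arrays, so their differences here are not independent evidence. Apart from the arrays, the study reported higher *Il12a* and *Ebi3* in mTAMs than in pTAMs by RT-qPCR. It also reported more secreted IL-35 from mTAMs than from pTAMs or BMDM. *Il12a*, which encodes the p35 subunit, was 7.13 in mTAMs, 5.23 in pTAMs and 4.46 in BMDM, at least 3.56-fold higher in mTAMs than in either. *Ebi3*, which encodes the other subunit, was 9.17 in mTAMs and 7.95 in pTAMs (2.33-fold higher), and 8.80 in BMDM. Thus *Ebi3* in mTAMs was 1.29-fold above BMDM, and in pTAMs 1.80-fold below. *Il4* was 5.57 in mTAMs, 4.21 in pTAMs and 4.04 in BMDM. Its measured log2 difference from pTAMs was 1.36, but as pTAMs lay below the floor it can be given only as at least 1.21-fold. The SD between probe sets of one gene was 0.28 for this comparison, and each of these 3 genes was read from 1 probe set. Of 17 JAK-STAT components, each read from 1 probe set, none was at least 2-fold higher in mTAMs than in pTAMs and 1, *Socs2*, was lower (2.64-fold). Other probe sets gave log2 differences of 1.46 for *Stat5b*, from 0.87 to 1.12 for *Socs3* and -1.44 for *Socs2*. The study places JAK-STAT signaling in the cancer cells, so these values do not test it. Regulatory T cell markers had a median of -0.02 over 4 genes. *Foxp3*, *Il2ra* and *Ctla4* lay below the floor on both arrays and do not enter it, so it does not tell whether these cells differed.

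The largest positive differences between mTAMs and pTAMs included genes of the airways and of alveolar macrophages. *Scgb1a1*, which encodes the secretoglobin of airway club cells, was at least 117-fold higher in mTAMs (12.17 against 4.21), and *Bpifa1*, another secreted airway protein gene, at least 8.22-fold. *Siglecf*, a lectin of alveolar macrophages and eosinophils, was at least 12.2-fold higher, *Atp6v0d2*, a proton pump subunit, 22.3-fold, *Gpnmb* 19.2-fold and the cathepsin gene *Ctsk* 19.0-fold. *Acaa1b* (at least 8-fold), *Slco4c1* (at least 8.63-fold), the eosinophil granule gene *Prg2* (at least 8-fold) and *Ear3* (at least 22.5-fold, from a probe set that related ribonuclease genes can share) completed the 10 highest. The 10 were ranked by measured differences, also where the pTAM value lay below the floor. By their bounds, *Bpifa1*, *Acaa1b*, *Slco4c1* and *Prg2* need not exceed genes such as *Lpl* (13.1-fold), *Chil1* (10.4-fold), *Scgb3a1* (10.1-fold) and *Dcn* (9.58-fold). *Siglecf* need not exceed *Lpl* either. *Lpl*, *Chil1*, *Scgb3a1* and *Dcn* were above the floor on both arrays. Lowest as measured were *Dmp1* (at least 12.0-fold), *Tnfrsf9* (13.6-fold), *Ackr3* (7.31-fold), *Csn3* (at least 3.41-fold) and *Sdc1* (6.45-fold). *Mgl2* (6.32-fold), *Eno2* (6.28-fold), *Mgarp* (6.28-fold), the collagenase gene *Mmp13* (6.15-fold) and *Rnase2a* (5.28-fold) followed. *Csn3* was ranked from an mTAM value below the floor, whereas *Mmp12* and *Ccl24*, above it on both arrays, were each 5.13-fold lower. The other probe sets gave log2 differences from -3.62 to -2 for *Dmp1* and from -2.48 to -1.65 for *Sdc1*. Altogether 633 of 11801 genes were at least 2-fold higher in mTAMs and 304 at least 2-fold lower. Without the markers of cells other than macrophages, the numbers were 601 and 298.

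**Figure D2:**
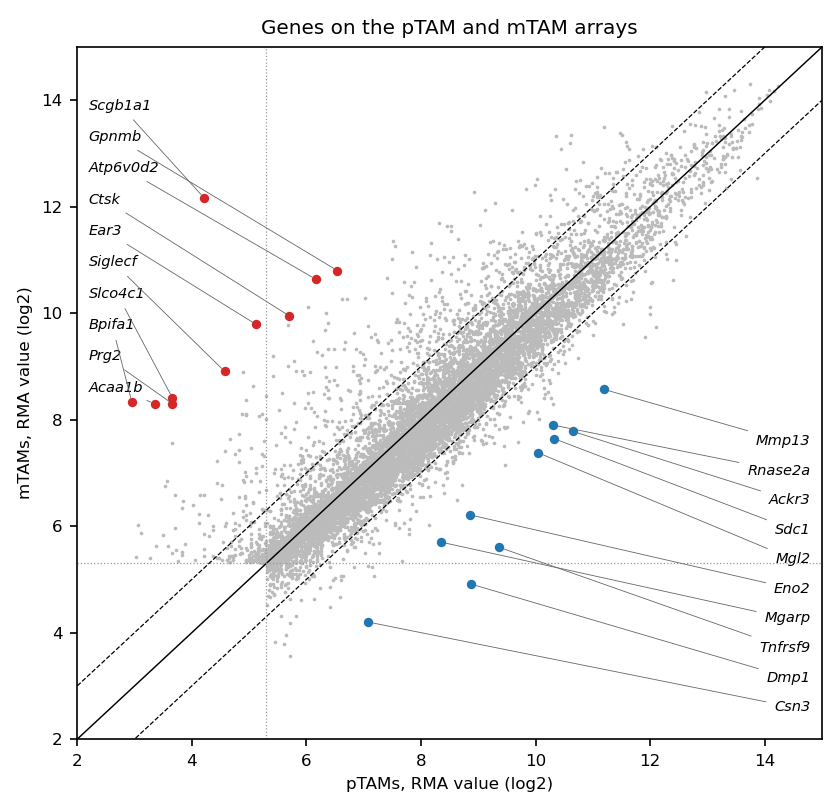
RMA values (log2) of compared genes in pTAMs (horizontal axis) and mTAMs (vertical axis), with equality as a solid line, 2-fold differences as dashed lines and the floor as dotted lines. Red points are the 10 genes with the largest positive and blue points the 10 with the largest negative measured difference. They range from *Scgb1a1* at 12.17 in mTAMs against 4.21 in pTAMs to *Dmp1* at 4.91 against 8.88.

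Of 15 measured alveolar macrophage markers, 13 were at least 2-fold higher in mTAMs (median 2.51), or 12 with values below the floor raised to it (median 2.2), and none was 2-fold lower. Of these 15 markers, 8 also stand in other lists. Lipid handling genes had a median of 0.30, with 6 of 19 at least 2-fold higher and 1 lower. *Lpl* was 13.1-fold higher and *Cidec*, a lipid droplet gene, at least 1.48-fold. Lower in mTAMs were the hypoxia genes (median -1.11, 12 of 21 at least 2-fold lower), with the vasodilator gene *Adm* 4.32-fold, *Ndrg1* 3.71-fold and *Car9* 3.20-fold lower. Angiogenic factors had a median of -0.69 (4 of 11 at least 2-fold lower), led by *Pgf* (3.84-fold), *Vegfa* (2.85-fold) and *Thbs1* (2.71-fold). Alternative activation genes had a median of -0.61, with 7 of 19 at least 2-fold lower and none higher, led by the lectin gene *Mgl2*, *Rnase2a* and *Ccl24* (5.13-fold). Chemokines had a median of -0.66, with 7 of 22 at least 2-fold lower and 3 higher, and *Cxcl14* (4.06-fold) and *Ccl12* (4.00-fold) followed *Ccl24*. Resident tissue macrophage markers had a median of -0.80, and *Cd163* (4.32-fold), *Pf4* (3.43-fold) and *F13a1* (2.45-fold) were lowest. Classical activation genes had a median of 0.03 at percentile 90.7, with 1 of 16 at least 2-fold higher (*Fpr2*, 2.04-fold) and 3 lower, among them *Cd86* (3.63-fold). MHC class II genes had a median of -0.43 at percentile 3.84, cell cycle genes -0.20 at percentile 34.0 and T cell suppression genes -0.13 at percentile 25.5 (2 of 15 at least 2-fold higher, 4 lower).

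Markers of other cell types differed between the same 2 arrays. Neutrophil markers had a median of 1.80, and 8 of 12 were at least 2-fold higher in mTAMs, led by *Chil1* (10.4-fold), the chemokine receptor gene *Cxcr2* (8.82-fold) and *Mpo* (6.32-fold). Of 10 mast cell or basophil markers on the array, 5 were at or below the floor in both groups, 3 were above it in mTAMs only and 2 in both. Those above it, 5 in all, were at least 2-fold higher in mTAMs as measured (median 2), 4 of them against the floor, and *Mcpt8*, a basophil protease gene, was at least 12.1-fold, *Hdc* 5.31-fold and *Cpa3* at least 2.31-fold higher. With values below the floor raised to it, the median was 1.44 over these 5 and 0.02 over all 10. Lung epithelium markers had a median of 0.73 (5 of 16 at least 2-fold higher), or 3.22 with a floor 1 log2 unit higher, and fibroblast markers had one of 0.79 (5 of 13), with *Dcn* 9.58-fold, *Col3a1* 7.67-fold and *Col1a2* 6.92-fold higher. B cell markers had a median of 0.82 over 3 genes, at percentile 99.1, or 98.8 among lists not matched on expression. This median is the value of *Ighm* from a shared probe set, and its 4 other probe sets gave from 0.02 to 0.58. *Cd22* was higher by 1.66, or 2.48 by its second probe set, and *Pax5* was 5.97 on both arrays. Markers of epithelium or carcinoma had a median of -0.46, with 3 of 15 at least 2-fold lower and 1 higher, and *Cdh1*, which encodes E-cadherin, was 3.29-fold lower. T cell markers had a median of 0.05 at percentile 88.2, with *Cd3d* 4.86-fold and *Cd2* 4.14-fold higher and *Il7r* 2.39-fold lower. The macrophage list (median 0.00, 2 of 11 at least 2-fold lower) and the monocyte list (median 0.00, 1 of 8 lower) did not stand apart, although *Fcgr1* was 2.73-fold and *Aif1* 2.11-fold lower in mTAMs. Immediate early and heat shock genes had a median of 0.71, and 5 of 19 were at least 2-fold higher, led by *Egr3* (4.96-fold, though its second probe set gave no difference), *Ier2* (3.14-fold) and *Egr1* (2.93-fold).

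**Figure D3:**
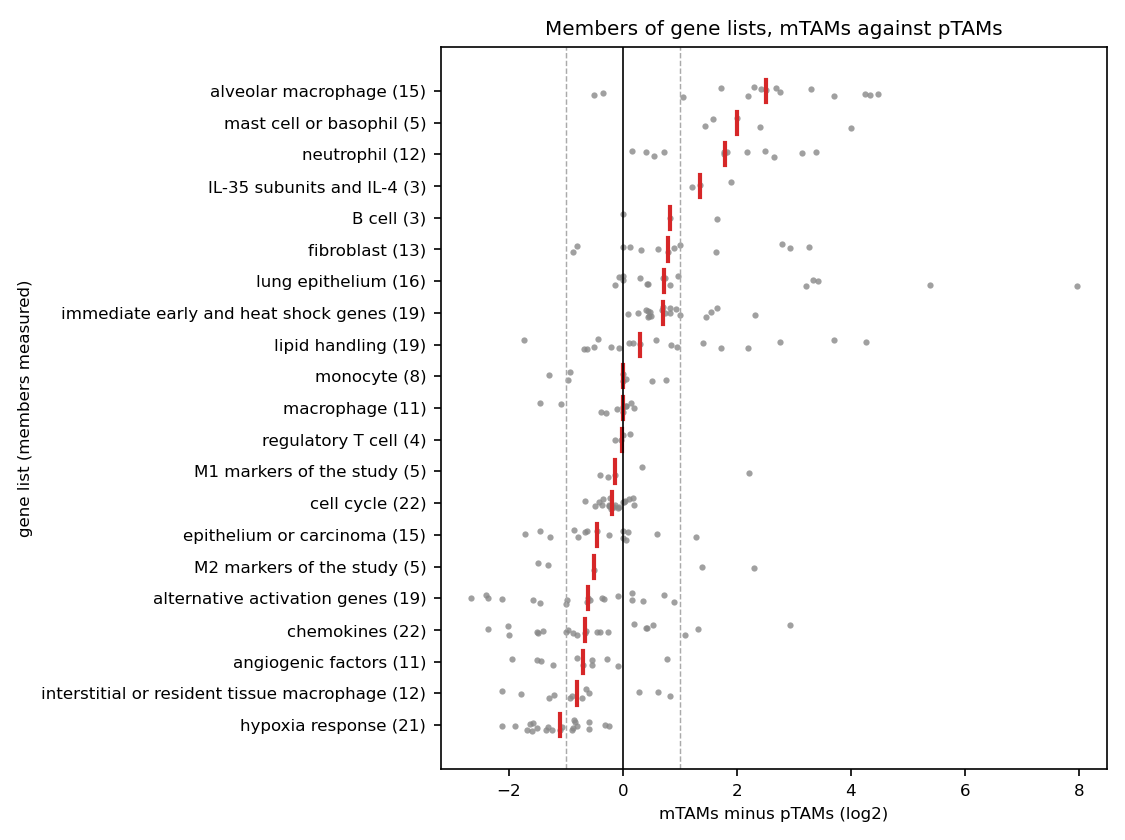
Log2 differences between mTAMs and pTAMs (horizontal axis) of the measured members of 21 gene lists (vertical axis, number of members in brackets), with 1 grey point per gene, the list median as a red bar and 2-fold differences as dashed lines. The alveolar macrophage list has the highest median (2.51) and the hypoxia list the lowest (-1.11).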

Values the study reported

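The study gave macrophages as about 20% of the CD45-positive cells in primary tumors and 10% of those in metastatic tumors. It named granulocytic myeloid-derived suppressor cells as another main population, above all in metastatic tumors. Whether such cells in the sort account for the neutrophil markers or the inflammatory genes on the arrays was not tested.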

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

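All tests of explanations in this part were chosen after the results had been seen, and *Epcam*, *Fcer1a*, *Gata2* and the genes with opposite directions were chosen after their values were seen. Against the same BMDM array, 7 genes differed by at least 2-fold in opposite directions in pTAMs and mTAMs, and the difference between the groups was not tested. *Ctsk* had a log2 difference of -1.83 in pTAMs and 2.42 in mTAMs, *Atp6v0d2* -1.72 and 2.76, *Slc40a1* -1.46 and 1.73, *Tmem154* -1.37 and 1.09, *Ampd3* -1.25 and 1.47, and *Cdkn2d* -1.02 and 1.10. *Mmp12*, a macrophage elastase gene, was the reverse, at 1.22 in pTAMs and -1.14 in mTAMs. The alveolar macrophage list had a median of -0.57 over 10 measured members in pTAMs and 2.42 over 15 in mTAMs. Its members went both ways in pTAMs, where it was at percentile 1.22, or 0.725 among lists not matched on expression. Its median there was -0.11 (percentile 43.1) after quantile normalization and -0.31 (percentile 8.86) with the mean of all probe sets, so an opposite direction of the list stays open. Probe sets without a single gene symbol, which enter no comparison, also held differences. Of 3366 above the floor, 311 were at least 2-fold higher in mTAMs than in pTAMs and 54 at least 2-fold lower.

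The first pattern is the higher level of alveolar macrophage genes in mTAMs than in pTAMs. Scaling of the arrays is argued against, as the lowest list median over 3 other scalings was 2.49, and so are values below the floor, since raising them to it left a median of 2.2. A candidate source is resident alveolar macrophages that took the place of other macrophages in the lung sort, although they carry little CD11b and the gate should remove many of them. The resident tissue macrophage list was lower (-0.80), but the monocyte list (0.00) was not, and on 1 sorted pool a share of resident cells cannot be told apart from higher expression in all cells. The tissue itself, lung against mammary gland, stays open as a biological explanation and was not tested.

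The second pattern is the high level of airway secretory genes, led by *Scgb1a1*, in mTAMs. RNA of whole lung tissue would bring the surfactant genes, which are among the most abundant of the lung, yet their median difference was 0.58 over 4 genes, from 0.3 to 0.97, which argues against it as the whole source. Airway secretory cells in the sort stay open, although the gate on CD11b and F4/80 should remove them. The 5 other secretory genes had a median difference of 3.33, from 0.43 to 5.39, as measured. *Bpifa1*, *Scgb3a2* and *Cyp2f2* had pTAM values below the floor and can be given only as at least 8.22-fold, 8.40-fold and 2.73-fold higher. *Scgb3a1*, above it on both arrays, was 10.1-fold higher. The epithelial gene *Epcam* decides nothing here, since carcinoma cells may also supply it on the pTAM array. It was 6.53 on both arrays, from a shared probe set. Its second probe set gave a log2 difference of -1.8 between mTAMs and pTAMs. Against BMDM, that probe set gave 3.5 in pTAMs and 1.7 in mTAMs. Whole cells, debris or taken-up RNA cannot be told apart with these values. Expression by the macrophages themselves was not tested.

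The third pattern is *Il4*, which the study picked from these arrays. Scaling and background signal stay open. The lowest log2 difference over 3 other scalings, 1.33, was taken from a pTAM value below the floor and decides nothing. *Il4* in mTAMs lay 0.27 above the floor, and with 1 array and 1 probe set this gap has no error of its own. The SD of 0.28 between probe sets of one gene describes differences between mTAMs and pTAMs, not 1 value against the floor. Basophils or mast cells, which the gate on F4/80 should remove, also stay open as a source, since 5 of their 10 markers, among them *Fcer1a* at 4.83 in mTAMs, were at or below the floor on both arrays, and the median difference of all 10, 0.02 with values raised to the floor, decides nothing. Of the others, *Mcpt8* (8.90 in mTAMs) and 2 more were compared only because they passed the floor in mTAMs, and *Hdc* (12.40) and *Gata2* (7.15), above it on both arrays, were higher by 2.41 and 1.44, although the second probe set of *Gata2* gave 0.46. Expression by macrophages of the metastatic lung remains open and was not tested on these arrays. Apart from the arrays, the study reported a high level of IL-4 in medium conditioned by mTAMs.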

How the results depend on the processing

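The setting that raises values below the floor to the floor was chosen after seeing the data. No paired analysis was possible because each group had 1 array. Of the 6 counts of genes, all stayed within 1.5 times their value under every setting run except the 3-fold threshold, which by construction counts fewer genes. At 3-fold, 637 genes were higher and 378 lower in pTAMs than in BMDM, 862 higher and 575 lower in mTAMs than in BMDM, and 294 higher and 58 lower in mTAMs than in pTAMs. For mTAMs against BMDM, 44.4% of the called genes were higher as deposited, 52.5% after median-centering and 56.9% after cyclic loess normalization, and the cause was not tested. The medians of the M1 and M2 lists in mTAMs against pTAMs stayed below 0 in every setting run for lists, from -0.13 to -0.07 and from -0.53 to -0.35. No list that stood apart and no gene of the study's lists called at 2-fold changed sign. Over the 3 comparisons lists stood apart 57 times, of which 57 were kept after median-centering, 55 after quantile normalization, 56 after cyclic loess normalization and 56 with values raised to the floor. List medians moved most with the higher floor, by more than the SD of the medians of the random lists for 33 of 87, and with the mean of all probe sets, for 27 of 105. With values raised to the floor, 18 of 21 calls of study genes were kept. The log2 difference of *Il4* then was 0.27 against both other arrays, and that of *Ccl17* in mTAMs against BMDM 0.76. Signal over background limits such genes, and 302 of the 1041 genes higher in pTAMs than in BMDM had a BMDM value at or below the floor.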

Other observations

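The comparisons above leave out some gene groups. Of the IL-12 family and its receptors, *Il23a* was 6.71 in mTAMs, 6.06 in pTAMs and below the floor in BMDM, and the 4 measured genes had a median difference of -0.13 between mTAMs and pTAMs. Matrix proteases and their inhibitors went both ways between mTAMs and pTAMs, with 5 of 18 at least 2-fold higher and 4 lower. The neutrophil collagenase gene *Mmp8* was 6.28-fold higher and *Mmp12* 5.13-fold lower. Complement genes had a median difference of 0.05, although *Serping1*, which encodes the C1 inhibitor, was at least 6.96-fold higher in mTAMs. Ribosomal protein genes had medians of 0.20 in pTAMs and -0.18 in mTAMs against BMDM, with none of 12 differing by 2-fold, and the second was 0.03 after cyclic loess normalization.

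Dendritic cell, endothelial, erythroid and skeletal muscle lists did not stand apart between mTAMs and pTAMs, with medians of -0.13, -0.16, -0.06 and 0.00. Of the NK cell list (median -0.34, or 0.14 with the mean of all probe sets), *Gzmb*, a cytotoxic granule gene, was 4.76-fold higher in mTAMs and *Klrk1* 2.11-fold lower. *Prg2* was the only gene of the fixed eosinophil list above the floor on any of the 3 arrays (8.30 in mTAMs). The list was therefore not evaluated. Eosinophils in the lung sort were not tested as a source of *Il4*, *Siglecf* or other genes.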
